A study of Mus musculus with 4 samples. Its data were reported in "Interleukin-17 directly stimulates tumor infiltrating Tregs to prevent cancer development" (2024).

How the data were processed

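Sorted CD4+ YFP+ cells from MLN and tumors were measured by droplet 3' single-cell RNA sequencing, with 1 library for each of 4 groups defined by tissue and donor genotype. The authors deposited UMI counts per gene and cell barcode, made with CellRanger 7.0.0 (per the file headers) at default parameters against mm39 and its transcriptome. The counts were not normalized, and the barcodes were those the software called as cells. This version counts intronic reads by default, so unspliced RNA adds to the level of a gene. The files list 56941 genes. Of their identifiers 98.9% (56323) were found in the GENCODE annotation of GRCm39, which gave positions.

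Barcodes were kept by the study's filter, at least 500 genes and at most 30% of UMIs from mitochondrial genes, which left 24733 of 25047. UMIs were summed per library and divided by its total to give CPM. Each difference is the log2 ratio of the CPM of 2 libraries with an exact conditional binomial 95% interval. Shares of cells carry exact Clopper-Pearson intervals and levels exact Poisson intervals. The floor of a library is the CPM of 3 UMIs. Each group held a single library, so no p-value, standard error or number of changed genes was computed. Intervals leave out the spread between mice and between libraries. The total of a library ranged from 31101885 to 69347709 UMIs.

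The groups, the comparisons, the gene lists, the rule for named genes and most of the alternatives were fixed before the data were examined. The comparisons were tumor_WT over MLN_WT, tumor_KO over tumor_WT and MLN_KO over MLN_WT. The text names Foxp3, the IL-17 receptor genes and the 9 signature genes. It also names the 6 genes with the highest and the 6 with the lowest ratio among those with at least 100 UMIs over both libraries and detected in at least 10% of the cells of a library. Mitochondrial and ribosomal protein genes, predicted genes, Rik and -ps symbols, and antigen receptor segments were left out of that ranking. From each list described, 2 to 4 members with the largest ratios were eligible, plus 3 splicing factors (Srsf1, Wtap and Usp39), and in the tumor comparison also genes the study names. A list's median was taken over members with at least 30 UMIs in both libraries together, with a counting interval from 2000 Poisson redraws and a percentile among 10000 random lists drawn from the 200 genes nearest in mean CPM. The 29 lists covered IL-17 receptors, the study's signature, Treg identity, suppressive function, costimulatory receptors, tissue repair and residence, the T helper 17-like programme, helper cytokines, naive and resting genes, gut homing, TCR immediate early genes, NF-kB with AP-1 and C/EBP, dissociation stress, ribosomal proteins, OXPHOS (mitochondrial and nuclear), survival, proliferation, splicing, interferon and glucocorticoid responses, Xist with Y-linked genes, and 7 other cell types (B, plasma, myeloid, epithelial, stromal, CD8 with NK and gamma-delta T, and erythroid).

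Cells of all libraries were clustered together in scanpy 1.11.5 on the logarithm of values per 10000, with 2000 variable genes (antigen receptor segments and sex-linked genes left out), 30 principal components, 15 neighbours and Leiden clustering at resolution 0.5 (igraph 0.11.9). A cluster was named from markers fixed beforehand, such as Ccr7 and Lef1 for naive-like, Areg, Il1rl1 and Gata3 for tissue-repair-like, Maf and Il23r for T helper 17-like, Mki67 and Top2a for proliferating-like, and Isg15 and Irf7 for interferon-like cells. It took the class with the largest share of markers that were detected in at least 10% of its cells and at least 2-fold higher than in other cells, and stayed unnamed with fewer than 3 of these, as c2 and c6 did. A cluster more than 3-fold below its library's median UMIs per cell also stayed unnamed if none of its 10 leading genes was a marker of the class. This held for c0 (median 1870 UMIs), with 5 of 9 naive-like markers. Cluster sizes were not compared between genotypes by a test. Doublets were sought with Scrublet at an expected 6% per library. It marked 1 cell of 24733, so the call did not work and all cells were kept. To compare detection at equal depth, each cell was thinned to 1582 UMIs, and shallower cells were left out.

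The alternatives were no cell filter, a stricter filter (1000 genes, 10% mitochondrial), median-of-ratios scaling, totals without mitochondrial, ribosomal protein, Rn18s and Mir6236 genes, the mean over cells of UMIs per 10000 plus 1, thinning, leaving out marked doublets or clusters of other cell types, no minimum of UMIs per gene, CPM without a logarithm, and the mean within clusters with at least 50 cells of both libraries. Chosen after seeing the data were leaving out the highest 6% of Scrublet scores, leaving out cells with over 5% of UMIs from Igkc, Igha and Jchain, and the mean within clusters of at least 100 cells.

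The ratio and its interval were tested on simulated data drawn from the real means and totals, with 200 genes changed. The draws were Poisson without spread between cells, the model that the interval assumes. They check the calculation, not whether the interval is wide enough for real counts. For tumor_KO over tumor_WT (16668 genes), 95.5% of the intervals of unchanged genes held the true value, as did 94.0%, 87.9% and 95.2% of those of genes changed 1.5-fold, 2-fold and 4-fold (62 to 67 genes each). The interval lay on the right side of 0 for 76.1% of genes changed 1.5-fold and 98.5% of genes changed 2-fold. Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, scikit-learn 1.9.0 and matplotlib 3.10.9. T cell receptor sequences, RNA velocity and the bulk RNA sequencing of the study were not analysed here. A few genes that the naming rule would take are not reported here.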

Results

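Regulatory T cells (Tregs), the CD4+ T cells that express Foxp3 and restrain immune responses, were profiled by droplet single-cell RNA sequencing after sorting on a YFP reporter of Foxp3. The cells came from the mesenteric lymph node (MLN), which drains the gut, and from colorectal tumors of mice in which Cre recombinase deletes a copy of the tumor suppressor Apc in the gut epithelium. These mice had received bone marrow from donors whose Tregs lose both copies of Il17ra, the gene of the shared IL-17 receptor subunit (KO), or a single copy (WT), and were killed at 5 months of age. The 4 groups, MLN_WT, MLN_KO, tumor_WT and tumor_KO, hold 1 library each, and the number of mice behind a library is not given in the sources used here. No difference between groups therefore has a replicate check, and no test within a tissue was possible. A fit of genotype across both tissues, which would leave 1 degree of freedom, was not made.

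After filtering, 7504 cells remained in MLN_WT, 7834 in MLN_KO, 6796 in tumor_WT and 2599 in tumor_KO. They carried 48453879, 52190636, 69347709 and 31101885 unique molecular identifiers (UMIs, each standing for a captured RNA molecule), with medians of 5744, 6070, 7706 and 9270 UMIs per cell. Levels are given as CPM, a gene's UMIs over all UMIs of its library on the counts-per-million scale, and differences as log2 ratios of CPM. The 95% intervals in parentheses cover counting error only. A count of 0 allows a level of up to 0.0965 CPM in tumor_KO and up to 0.0433 CPM in tumor_WT.

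Il17ra (ENSMUSG00000002897.6; GRCm39 chromosome 6, 120440104 to 120464520, plus strand, protein-coding), the targeted gene, stood at 50.5 CPM in MLN_WT, 46.0 in MLN_KO, 32.2 in tumor_WT and 32.8 in tumor_KO. The KO over WT log2 ratio was 0.03 (-0.08 to 0.14) in the tumor and -0.14 (-0.22 to -0.05) in MLN. The libraries count tags near the 3' end of transcripts, and a tag outside the deleted part checks nothing. The floxed exons are not given in the sources used here, so the genotype of each library rests on its label. Foxp3 (ENSMUSG00000039521.14; chromosome X, 7439883 to 7461484), the lineage factor of Tregs, was present at 91.0, 88.6, 110.8 and 101.8 CPM in the same order of libraries.

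The comparison of tumor_WT with MLN_WT asked how Tregs inside the tumor differ from those of the draining node when a copy of Il17ra is kept. Tumor Tregs carried far more RNA of activation receptors, tissue repair factors and T helper 17 genes, and less of the genes that mark naive, recirculating cells. Tff1, a trefoil peptide of mucosal repair, stood at 592 CPM against 1.69 (log2 ratio 8.45, 8.14 to 8.78), and Areg, an epidermal growth factor receptor ligand, at 929 CPM against 8.46 (6.78, 6.64 to 6.92). Epithelial genes, which mark a cell type outside the sort, were higher as well (6 of 7, median 4.87, percentile 100). The costimulatory receptor gene Tnfrsf9 (4-1BB) was 4.12 higher on the log2 scale (4.07 to 4.17). Igfbp4, a gene of naive cells, was lower at -5.08 (-5.28 to -4.88). The median log2 ratio over all genes was -0.20 here, and another scaling of the totals moved every ratio by 0.13 or by -0.10.

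By gene group, all 9 members of the study's tumor Treg signature were higher in tumor_WT, with a median log2 ratio of 2.77, or 1.64 on the scale of the study's fold change (mean over cells of UMIs per 10000 plus 1). The study built the signature from single-cell data of human tumors and looked at it in these libraries, so its direction here is not independent evidence. Its members ran from Nr4a1 at 1.37 (1.28 to 1.46) to Tnfrsf9, with Rgs2 at 3.95 (3.84 to 4.05). In the tissue repair and residence list, 15 of 17 genes were higher (median 2.99), among them the stress-response metallothionein Mt1 at 7.06 (6.65 to 7.51) and the enkephalin precursor Penk at 5.23 (5.14 to 5.33). Of 16 genes of suppressive function, 13 were higher (median 1.67), with the checkpoint receptor Havcr2 at 5.53 (5.35 to 5.72) and the cytotoxic protease Gzmb at 3.43 (3.35 to 3.51). The costimulatory receptors had a median of 1.72, though Cd27 was lower at -1.95 (-2.00 to -1.90). All 9 genes of the T helper 17-like programme of gut Tregs were higher (median 2.67), and the cytokine gene Il17a stood at 149 CPM against 0.908 (7.36, 6.93 to 7.82). Il22 followed at 6.07 (5.43 to 6.78), and 10 of 11 helper cytokine genes were higher (median 3.15). These 6 medians lay at percentiles of 99.99 to 100 among 10000 random lists of matched size and expression.

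Of 16 genes of NF-kB, AP-1 and C/EBP, 15 were also higher in the tumor (median 1.15), led by the AP-1 subunit Fosl2 at 5.12 (4.90 to 5.35). The immediate early genes of the T cell receptor were split, with 6 of 10 higher (median 0.77), from Gem at 4.80 (4.63 to 4.97) down to a lowest ratio of -1.33. All 17 proliferation genes were higher (median 1.75), for example the mitotic ubiquitin-conjugating enzyme Ube2c at 2.16 (2.05 to 2.27). The dissociation stress list, genes that cell isolation itself can induce, had a median of 0.66, with Dusp1 at 2.65 (2.58 to 2.73). Gut homing genes had a median of 0.65 but went both ways, since Cxcr3 was at 1.42 (1.32 to 1.53) and Ccr9 at -0.97 (-1.03 to -0.90). The glucocorticoid response list (median 0.49) and the survival list (0.54) were also split. Bcl2, the anti-apoptotic gene, was far lower at -2.94 (-2.97 to -2.91), and its relative Bcl2a1d was higher at 1.96 (1.88 to 2.05). In the nuclear list of oxidative phosphorylation (OXPHOS), 72 of 77 genes were higher (median 0.51).

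Lower in tumor_WT were 11 of 12 naive and resting genes (median -1.90, percentile 0) and 10 of 11 interferon response genes (median -1.26, percentile 0.01), with Usp18 at -3.12 (-3.29 to -2.95). All 13 mitochondrially encoded genes were lower (median -0.79), as were 73 of 79 cytosolic ribosomal protein genes (median -0.34), which took 16.3% of UMIs in tumor_WT and 21.2% in MLN_WT. The Treg identity list had a median of -0.11, which turned to 0.02 with median-of-ratios scaling, and held both Izumo1r (folate receptor 4) at -2.52 (-2.56 to -2.48) and the actin-capping gene Capg at 1.73 (1.70 to 1.76). The median of 51 RNA splicing factors was 0.06 and turned to -0.05 when mitochondrial, ribosomal protein, Rn18s and Mir6236 genes were left out of the totals. Xist and 4 Y-linked genes had a median of 0.07, which the same change of totals turned to -0.03. Among single genes picked by size of the ratio, Ednrb (an endothelin receptor) and Klrc1 (NKG2A) had 1 UMI in MLN_WT each, with log2 ratios of 10.97 (8.49 to 16.27) and 10.70 (8.22 to 16.00). Ermn (8.42), AA467197 (8.09) and Gda (7.20) came next. The lowest ratios belonged to Gata1 (-5.44), Igfbp4, Gpr83 (-4.77), Id3 (-4.76), Sorcs2 (-4.56) and Treml2 (-4.36).

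**Figure D1:**
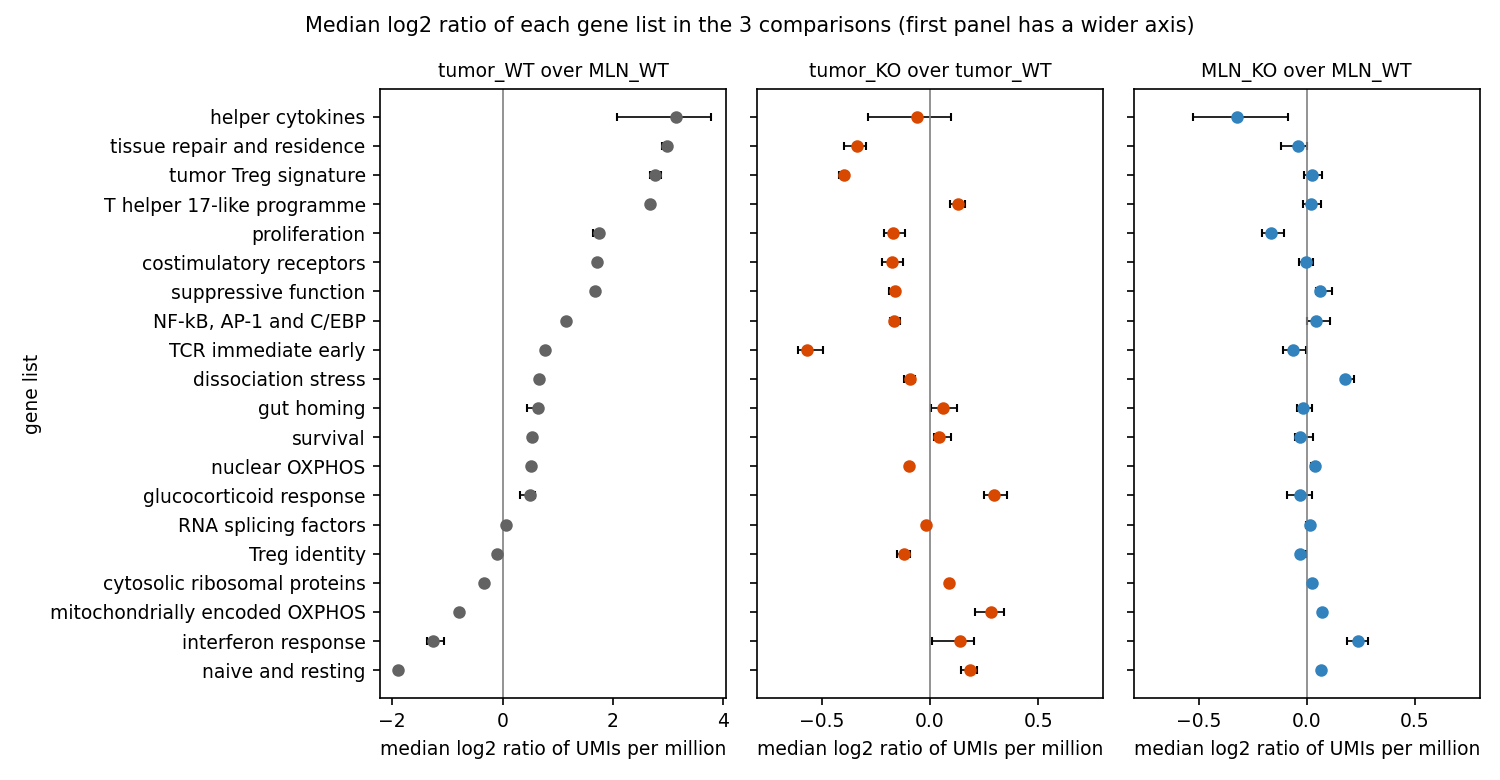
Median log2 ratio of CPM for each gene list (vertical axis) in the 3 comparisons (panels); bars are 95% counting intervals, and the first panel has a wider axis. The signature sits at 2.77 in tumor_WT over MLN_WT, at -0.40 in tumor_KO over tumor_WT and at 0.03 in MLN_KO over MLN_WT.

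The IL-17 receptor genes were compared between tissues because a heterodimer of IL-17RA with a co-receptor is needed to sense IL-17 ligands. Il17re (ENSMUSG00000043088.17; chromosome 6, 113435445 to 113447719), whose product pairs with IL-17RA to bind IL-17C, stood at 30.4 CPM in tumor_WT and 1.67 in MLN_WT (log2 ratio 4.19, 3.87 to 4.53). With the mean over cells of UMIs per 10000 plus 1, where the added 1 outweighs a gene of this level, the ratio of Il17re was 0.31. Il17rc, the partner for IL-17A and IL-17F, was at 2.60 CPM against 0.206 (3.65, 2.74 to 4.74). Il17rb, which serves IL-17E, was at 5.81 against 5.10 (0.19, -0.04 to 0.42), a difference not detectable at this depth. Il17ra itself was lower in the tumor at -0.65 (-0.73 to -0.57). It was detected in 23.8% of tumor_WT cells, which carried more UMIs each, and in 23.9% of MLN_WT cells. In cells thinned to 1582 UMIs the shares were 5.64% and 7.86%. Il17rd reached 1.93 CPM in tumor_WT, and Cd93, a receptor of IL-17D, stayed at or below 0.389 CPM in every library. Over the 5 receptor genes measured, the median was 0.88.

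Cells with at least 1 UMI of Il17ra and at least 1 of Il17rb, Il17rc or Il17re made up 7.42% of tumor_WT (504 of 6796, exact binomial interval 6.80 to 8.07) and 0.933% of MLN_WT (70 of 7504, 0.728 to 1.18). The share was 10.9% in tumor_KO (9.75 to 12.2) and 0.664% in MLN_KO (0.496 to 0.870). The naive-like MLN cells of cluster c3 held 0.404% (0.231 to 0.655) at a median of 7462 UMIs per cell, against 7706 in tumor_WT. This share is not a background without expression, since Il17rb stood at 5.10 CPM in MLN_WT. Il17re alone was detected in 39.9% of tumor cells of cluster c8 (38.1 to 41.6) and in 0.0505% of MLN cells of cluster c3. The shares depend on depth. After every cell was thinned to 1582 UMIs, which left out 750 cells of MLN_WT, 483 of MLN_KO, 310 of tumor_WT and 106 of tumor_KO, they were 0.324% in tumor_WT (0.201 to 0.494), 0.321% in tumor_KO, 0.104% in MLN_WT (0.0417 to 0.213) and 0.0272% in MLN_KO. The thinned shares rested on 21, 8, 7 and 2 cells in this order of libraries. Independent detection of Il17ra and a co-receptor would give 0.277%, 0.286%, 0.092% and 0.066% thinned. With all UMIs it would give 5.48%, 7.80%, 0.842% and 0.737%. Co-detection thus does not by itself mark a separate population.

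**Figure D2:**
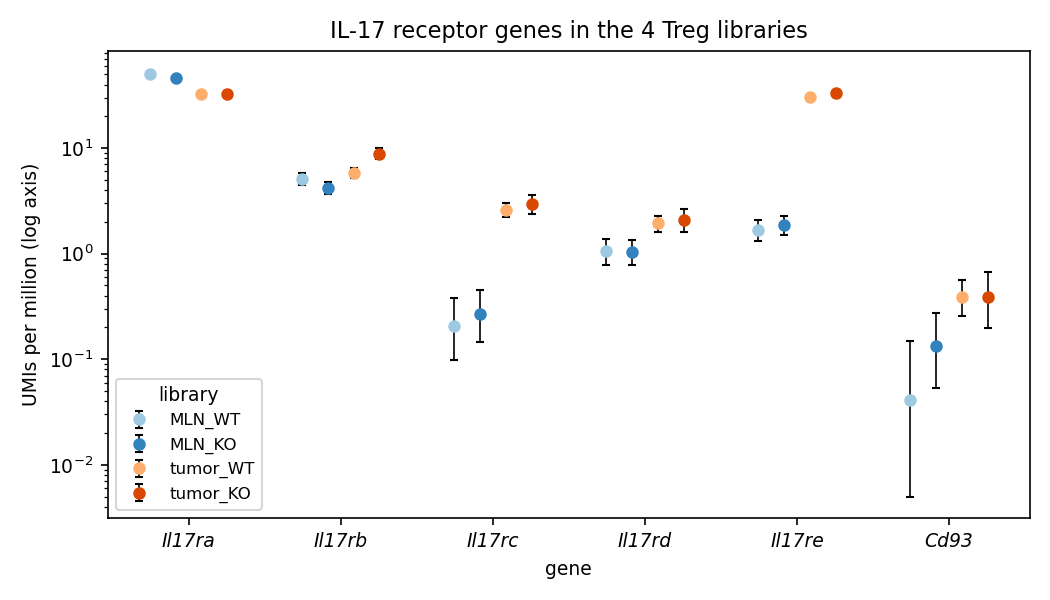
CPM (log axis) of 6 IL-17 receptor genes in the 4 libraries, with exact Poisson 95% intervals. Il17re lies at 30.4 and 33.3 in the tumor libraries and at 1.67 and 1.86 in the MLN libraries, while Il17ra lies between 32.2 and 50.5 in all 4.

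The comparison of tumor_KO with tumor_WT asked what loss of both copies of Il17ra does to Tregs inside the tumor. All 9 signature genes were lower in tumor_KO (median log2 ratio -0.40, counting interval -0.42 to -0.38, percentile 0 of the random lists). The study had already reported each signature gene as lower in the KO tumor cells of these libraries. The direction and the percentile are therefore not independent evidence. The chemokine gene Ccl5 was at 63.5 CPM against 123 (-0.96, -1.03 to -0.88), and Tnfrsf9 was at 819 CPM against 1271 (-0.63, -0.65 to -0.61). The other costimulatory receptors of the signature, Tnfrsf4 (OX40) and Tnfrsf18 (GITR), were at -0.40 (-0.42 to -0.38) and -0.38 (-0.41 to -0.36). Genes of tissue repair were lower too, while glucocorticoid-responsive genes and the survival gene Bcl2 were higher.

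In the tissue repair and residence list, 15 of 17 genes were lower (median -0.34, percentile 0), with a median of -0.13 for the mean over cells of UMIs per 10000 plus 1. All 7 measured epithelial genes were lower as well, by more than the tissue repair genes (median -1.55, -1.86 to -1.17, percentile 0). Without the 15 cells of the epithelial-like cluster c9, the list epithelial cell, tumor_KO over tumor_WT, was at -0.35 and the list tissue repair and residence, tumor_KO over tumor_WT, at -0.34. Within clusters of at least 100 cells, the epithelial median turned slightly positive. Mt1 was at -1.36 (-1.43 to -1.28), Pparg, a nuclear receptor of tissue Tregs, at -0.84 (-1.06 to -0.62), and Tff1 at -0.67 (-0.70 to -0.64). Areg was at -0.62 (-0.65 to -0.60), Got1, an aspartate aminotransferase, at -0.59 (-0.64 to -0.53), Penk at -0.58 (-0.61 to -0.56) and Odc1, the first enzyme of polyamine synthesis, at -0.41 (-0.43 to -0.39). Immediate early genes of the T cell receptor had a median of -0.57 (9 of 10 lower, percentile 0), with Egr3 at -0.70 (-0.89 to -0.51), Gem at -0.68 (-0.73 to -0.62) and Nr4a3 at -0.67 (-0.74 to -0.60). Of 16 genes of suppressive function, 13 were lower (median -0.16), among them both chains of the integrin that activates TGF-beta, Itgb8 at -0.69 (-0.76 to -0.62) and Itgav at -0.44 (-0.46 to -0.41). Gzmb was at -0.57 (-0.61 to -0.53), the tetraspanin Cd81 at -0.48 (-0.54 to -0.43) and the inhibitory receptor Ctla4 at -0.23 (-0.24 to -0.22). The costimulatory list had a median of -0.17 and the NF-kB, AP-1 and C/EBP list of -0.17 (14 of 16 lower), with Stat3 at -0.47 (-0.50 to -0.43) and Rel at -0.38 (-0.42 to -0.33). In the Treg identity list, 9 of 11 genes were lower (median -0.12), led by the Helios gene Ikzf2 at -0.40 (-0.42 to -0.38), and Foxp3 was at -0.12 (-0.18 to -0.06). Several of these lists hold genes that the study reported as changed in these libraries, so they are not independent of them.

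Higher in tumor_KO were 8 of 9 glucocorticoid response genes (median 0.30, percentile 99.99), led by the steroid receptor chaperone Fkbp5 at 0.85 (0.80 to 0.90), Klf9 at 0.63 (0.49 to 0.78) and Pdcd4 at 0.54 (0.51 to 0.56). Bcl2 was at 0.60 (0.56 to 0.65) and Bcl2a1d at 0.31 (0.25 to 0.36), but the survival list as a whole had a median of 0.04, which turned to -0.02 within clusters. Among naive and resting genes 9 of 12 were higher (median 0.19), with the egress receptor S1pr1 at 0.44 (0.37 to 0.51) and Ccr7 lower at -0.45 (-0.55 to -0.36). The T helper 17-like programme had a median of 0.13, with Maf at 0.31 (0.29 to 0.33) and Rora at -0.23 (-0.25 to -0.21). Il17a was at 0.07 (0.02 to 0.12). In cluster c8, where 4423 of its UMIs in tumor_KO and 8583 in tumor_WT lay, it was at 0.17 (0.12 to 0.22), but it was lower in c4, c6 and c7 (-1.05, -0.39 and -0.98), and the equal-weight mean within clusters was -0.56. Other cytokine genes went both ways, with Il22 at 8.68 CPM against 27.6 (-1.67, -1.86 to -1.49), Il2 at -1.19 (-1.55 to -0.85), Il13 at 1.30 (0.63 to 1.97) and Il17f at 1.03 (0.91 to 1.15). The share of cells with a UMI was close for Il22 (1.85% in tumor_KO, 1.77% in tumor_WT), and Il13 rested on 42 and 38 UMIs in 0.192% and 0.265% of cells. The cytokine list had a median of -0.06.

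Of the 79 cytosolic ribosomal protein genes, 53 were higher in tumor_KO, with a small median of 0.09 (0.08 to 0.10, percentile 100). A few members carried large ratios, among them Rpl27a at 0.75 (0.73 to 0.77) and Rps28 at 0.71 (0.70 to 0.73). Mitochondrially encoded OXPHOS genes had a median of 0.28 (9 of 13 higher) but were lower in sum, at 6477 CPM against 6803, with the short mt-Nd4l at 1.49 (1.31 to 1.66) and mt-Nd3 at 1.00 (0.93 to 1.07), whereas 59 of 77 nuclear OXPHOS genes were lower (median -0.10). Of 17 proliferation genes 15 were lower (median -0.17), with Mcm3 at -0.40 (-0.50 to -0.31) and Stmn1 at -0.38 (-0.43 to -0.33). Dissociation stress genes had a median of -0.09, with the AP-1 subunit Junb at -0.26 (-0.28 to -0.24) and the heat shock gene Hspa1b at 1.05 (0.89 to 1.21). The medians were 0.14 for interferon response and 0.06 for gut homing, each of which turned to -0.01 within clusters of at least 100 cells, and -0.02 for RNA splicing factors, where Wtap was at 0.23 (0.17 to 0.29), Srsf1 at 0.10 (0.02 to 0.18) and Usp39 at -0.05 (-0.18 to 0.07). By separate bulk RNA sequencing, another measure, the study reported Srsf1, Wtap and Usp39 as significantly lower in KO tumor Tregs. In the single-cell libraries only Usp39 was below 0, with an interval that included 0. Xist and the Y-linked genes had a median of -0.01. Among the receptor genes (median 0.12), Il17re was at 0.13 (0.02 to 0.24) and Il17rb at 0.60 (0.37 to 0.83), but Il17rb was at -0.02 in cells thinned to equal depth.

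The genes picked by size of the ratio were Gstp1 (a glutathione transferase, 1.43, 1.33 to 1.53), Lrch4 (1.32), the olfactory receptor gene Or13a27 (1.04) and the small nuclear or nucleolar RNA genes Snord13 (1.02), Rnu11 (1.01) and Snord118 (1.00) on the higher side. On the lower side they were Mt1, Cystm1 (-0.99), Ccl5, the peptide transporter Slc15a2 (-0.93), Mir703 (-0.91) and Sv2c (-0.75), the last of which was at 0.01 within clusters. Small RNA genes and genes with near-identical copies, such as ribosomal protein genes, can share reads with other loci, so their values are uncertain.

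The clustering of all cells gave 10 groups, most of them made of a single tissue. In clusters made mainly of their own tissue lay 97.7% of MLN_WT cells, 97.8% of MLN_KO, 96.5% of tumor_WT and 2470 of the 2599 tumor_KO cells. By markers, cluster c3 was naive-like, c4 proliferating-like, c5 interferon-like and c7 tissue-repair-like. Clusters c1 (mostly MLN) and c8 (tumor) were T helper 17-like, with 3 and 5 of 7 markers, and c9 was epithelial-like (15 cells). Clusters c0, c2 and c6 stayed unnamed. Within the tumor clusters with at least 100 cells of both genotypes, the signature's median in tumor_KO over tumor_WT was -0.65 in c4, -0.33 in c6, -0.32 in c7 and -0.34 in c8. Other lists were less even in these clusters, taken in the same order. Tissue repair was at -0.48, -0.13, -0.12 and -0.34, immediate early genes of the T cell receptor at -0.66, -0.30, -0.27 and -0.52, and suppressive function at -0.23, -0.08 (-0.14 to 0.04, 9 of 16 lower), -0.11 and -0.15. Areg was lower in these 4 clusters, at -0.52, -0.76, -0.50 and -0.59, and at 2.56 in cluster c1, which held 56 tumor_KO cells and 88 tumor_WT cells. Penk was uneven, at -1.16 in c4, 0.71 in c6 and -0.64 in c8, and at -0.13 in c7, where 10450 of its UMIs in tumor_KO and 33974 in tumor_WT lay. Cd81 was lower in c4, c6 and c8, at -0.35, -0.87 and -0.65. In c7, which held most of its tumor UMIs (2618 in tumor_KO, 7990 in tumor_WT), it was at -0.03 (-0.10 to 0.03). Cluster c7 held 622 of the 2599 tumor_KO cells and 2142 of the 6796 tumor_WT cells, a difference that was not tested. The ratios of Cd81 and Penk over all tumor cells therefore also depend on the share of c7, and are not only changes within clusters. With c1 counted at equal weight, the mean within clusters was 0.04 for Areg and 0.01 for the ribosomal protein list.

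Tumor Tregs with a UMI of a co-receptor (Il17rb, Il17rc or Il17re), whether or not Il17ra was detected, were also compared on their own. The signature's median in tumor_KO over tumor_WT was -0.48 (-0.50 to -0.40) in 734 and 1567 such cells, and -0.39 (-0.43 to -0.38) in the 1865 and 5229 cells without one. All 9 signature genes were lower in both sets. Tissue repair genes had medians of -0.42 (11 of 17 lower) and -0.37 (17 of 17 lower), immediate early genes of the T cell receptor of -0.37 and -0.55, and glucocorticoid response genes of 0.37 and 0.22. Whether the sets differ was not tested.

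**Figure D3:**
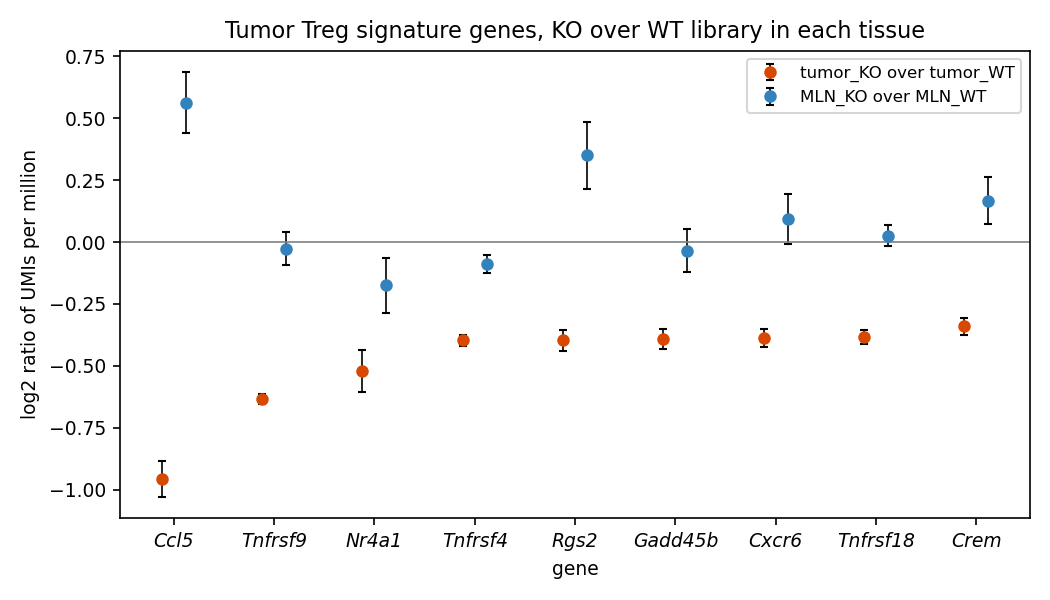
Log2 ratio of CPM, KO over WT library, of the 9 signature genes in the tumor and in MLN, with exact 95% counting intervals. Tumor ratios run from -0.96 (Ccl5) to -0.34 (Crem), and MLN ratios from -0.18 (Nr4a1) to 0.56 (Ccl5).

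The comparison of MLN_KO with MLN_WT asked whether the genotypes differ outside the tumor. The signature's median was 0.03, with 5 genes higher and 4 lower, and -0.02 within clusters, and the tissue repair list was at -0.04. Interferon response genes were all higher in MLN_KO (11 of 11, median 0.24, percentile 100), with the antiviral GTPase gene Mx1 at 0.59 (0.33 to 0.85) and Ifi27l2a at 976 CPM against 755 (0.37, 0.35 to 0.39). Dissociation stress genes were higher as well (16 of 18, median 0.18, percentile 100), with Hspa1b at 0.77 (0.46 to 1.08) and Fos at 0.49 (0.42 to 0.56). Proliferation genes were lower (16 of 17, median -0.16), for example Ube2c at -0.43 (-0.59 to -0.28).

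The remaining list medians in MLN were small. They were 0.06 for suppressive function, -0.00 for costimulatory receptors, 0.04 for NF-kB, AP-1 and C/EBP, 0.02 for the T helper 17-like programme, -0.02 for gut homing, 0.07 for mitochondrially encoded OXPHOS, -0.03 for survival, 0.01 for RNA splicing factors, -0.03 for glucocorticoid response, -0.08 for the IL-17 receptor genes and -0.01 for Xist and the Y-linked genes. Those of Treg identity (-0.03), naive and resting genes (0.06), TCR immediate early genes (-0.06), ribosomal protein genes (0.02) and nuclear OXPHOS genes (0.04) changed sign in at least 1 alternative. Helper cytokines had a median of -0.32 over 8 genes of low level. The highest ratios belonged to Tnfaip3, a brake on NF-kB signals (0.52, 0.46 to 0.58), Fos, Tnfrsf26 (0.46), Ly6a (0.43), Mir703 (0.43) and Hsph1 (0.43). The lowest were Slc15a2 (-1.45, -1.60 to -1.29), Gstp1 (-0.77), Sec61g (-0.75), ENSMUSG00000095041 (-0.61), Cd81 (-0.54) and Mir6236 (-0.53).

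**Figure D4:**
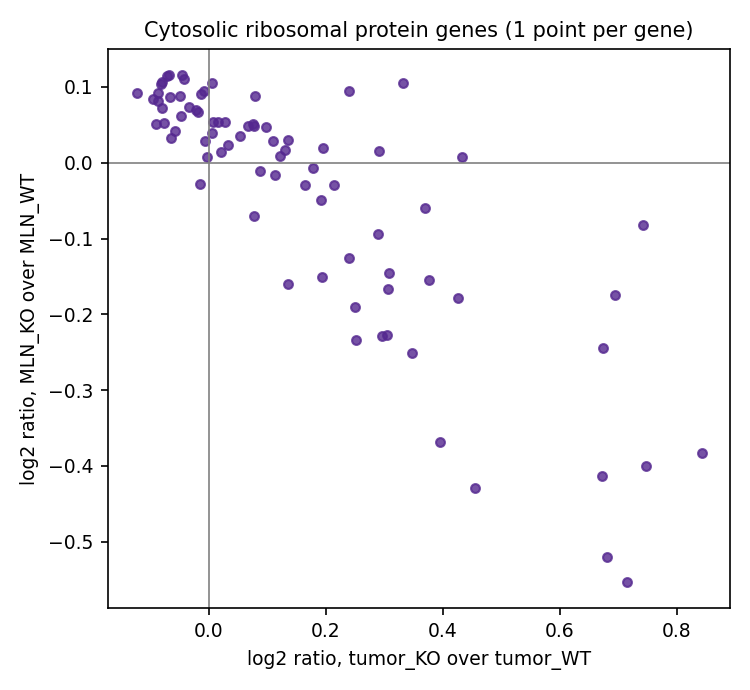
Log2 ratio of CPM, KO over WT library, of 79 cytosolic ribosomal protein genes in the tumor and in MLN, each point a gene. Rps28 lies at 0.71 in the tumor and -0.55 in MLN, and Rpl27a at 0.75 and -0.40.

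Across genes, the squared correlation of log2(CPM + 1) between KO and WT was 0.992 in the tumor (16868 genes) and 0.995 in MLN (17328 genes). The tumor_WT cells split at random into equal parts gave 0.995, and tumor_WT with MLN_WT gave 0.888. Genes are not independent replicates, and these values describe the pairs of libraries only.

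Markers of other cell types were low, with a few exceptions. Immunoglobulin RNA of plasma cells (Igkc, Igha and Jchain together) stood at 495 CPM in MLN_KO and 243 in tumor_WT, against 1.20 in MLN_WT and 14.4 in tumor_KO. Most of it came from 2 cells in MLN_KO and 1 cell in tumor_WT, without which the levels were 3.51 and 15.7 CPM. The measured epithelial genes summed to 50.1 CPM in tumor_WT, 28.7 in tumor_KO and 17.1 in MLN_WT, a sum in which Epcam, the 1 member not higher in tumor_WT, has a large part. The B cell genes summed to 216 CPM in MLN_WT, 549 in MLN_KO, 255 in tumor_WT and 88.7 in tumor_KO, a sum that includes Igkc. Myeloid genes summed to 245 CPM in tumor_WT, 211 in tumor_KO and 94.0 in MLN_WT, and genes of CD8, NK and gamma-delta T cells to 64.9, 53.9 and 24.9 CPM. The stromal and erythroid lists had fewer than 3 measured members and gave no value.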

Values the study reported

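The study reported 9 clusters of Tregs in its merged single-cell data. In separate bulk RNA sequencing of Tregs, it reported a squared correlation between control and Il17ra-deficient cells of 0.976 in the mesenteric lymph node and 0.809 in the tumor.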

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

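Of the tests in this part, those on reads shared between genes and on depth per cell were set out before their results were seen, and the others were chosen afterwards. None of the differences between tissues given here was tested, since each group is 1 library.

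Of the signature and receptor genes, those picked by size of the KO over WT ratio and those the study names, 9 had ratios of opposite sign in the tumor and in MLN, each at least 0.3 in size with an interval off 0. Genes named only as list members, such as mt-Nd3 (1.00 and -1.04), mt-Nd4l and Rps28, were not part of this count. Lower in tumor_KO and higher in MLN_KO were Ccl5 (tumor minus MLN -1.52), Mir703 (-1.33), Gzmb (-0.98) and Rgs2 (-0.75). Higher in tumor_KO and lower in MLN_KO were Gstp1 (2.20), Lrch4 (1.84), Sec61g (1.63), Rnu11 (1.55) and Mir6236 (1.45). As equal-weight means within clusters, Ccl5 in MLN turned to -0.28 and Gzmb to -0.14. Ccl5 was higher in MLN_KO in c1, c2 and c6 (0.80, 0.75 and 1.12), where most of its UMIs lay. It was lower in c3 (-0.71) and c5 (-2.11), where its UMIs were few (34 and 17 in MLN_KO, 44 and 67 in MLN_WT). The negative mean of Ccl5 thus rests on sparse clusters. For Gzmb the sign depends on how cells are weighted.

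Ribosomal protein genes with high ratios in tumor_KO had low ratios in MLN_KO, with Pearson's r of -0.83 across genes, which with the labels as given argues against loss of Il17ra acting alike in both tissues. The share of 50-base words near the transcript end that a gene has in common with other loci was unrelated to the ratio (Spearman's rho 0.0146 in the tumor, 0.0413 in MLN), which argues against shared sequence at that length, although 201 other genes with over 50% shared had a tumor median of 0.15, against -0.01 for those with none. The median was 0.16 above that of other genes of the same length range, but the 4 shortest genes lie below that range (median 0.57) and the median of 21 other genes as short was 0.08, so short transcripts stay open. Ribosomal pseudogenes moved the other way (27 genes, median -0.41 in the tumor and 0.21 in MLN), so a different split of reads between genes and pseudogenes, as another read length would give, stays open. So do an unlabelled batch, a genotype effect that differs between tissues and a swap of the MLN labels, all untested, since r over 9173 genes was -0.27 and 89 genes went opposite ways against 21 alike, although a swap would set apart genes such as Slc15a2 (-0.93 in the tumor, -1.45 in MLN).

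Both KO libraries shared the direction of 21 genes at a log2 ratio of at least 0.3 in size, 12 lower and 9 higher, against 89 genes with opposite directions. Or13a27, Cd81 and Tnfrsf26 lie within 5 Mb on chromosome 7, as many as in 3.28% of random gene sets, which a donor strain variant in a linked segment could give. The window needs all of these genes, and Cd81 was at -0.03 (-0.10 to 0.03) in tumor cluster c7, though lower in c4, c6 and c8. Among the 21 genes, 0 lie within 10 Mb of Il17ra. Only 104 of the genes tested lie there, and donors of both genotypes carry the floxed allele. The count therefore cannot decide on a segment carried along with that allele. An effect of genotype on these genes, which include Penk, Il1rl1 and Slc15a2, stays open. Apart from the named ones among them, these genes were chosen after their values were seen.

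The lower tumor Treg signature in tumor_KO was also seen within clusters and with cells thinned. Its median was -0.36 within clusters, which argues against a shift in the shares of these clusters. Shifts inside a cluster stay open. With cells thinned the median was -0.42. CPM is already scaled to the total of a library, so thinning mainly gives cells equal weight and cannot decide on depth. The signature's median was -0.41 after the part of the tumor ratios that follows the MLN ratios was taken off. The parts taken off its members had a median size of 0.039, too small to move the signature's median much, so a library difference stays open. Genotype and any other difference between these 2 libraries are confounded.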

How the results depend on the processing

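The alternatives with the highest 6% of Scrublet scores left out, without immunoglobulin-rich cells, and within clusters of at least 100 cells were chosen after seeing the data. For the 10 results that answer a comparison, 73 of 101 values under alternatives moved by less than their counting interval, 28 moved and 0 changed direction. A change of sign was counted only where the reported value's counting interval excluded 0. It could not occur for the shares of cells or the squared correlations, which are never negative. Nor could it be counted for the signature in MLN. For these results the count of 0 was fixed in advance. Leaving out marked doublets, leaving out immunoglobulin-rich cells and using no cell filter barely changed the cells (24732, 24730 and 25047 against 24733). All 229, 227 and 229 values under these settings stayed. That outcome was nearly fixed in advance and adds little to the tallies. Of 2471 values for lists and single genes, 1848 stayed, 597 moved and 26 changed sign. Except where the setting's construction shows it, the cause was not tested. The signature in tumor_WT over MLN_WT was 2.90 with median-of-ratios scaling, 2.67 with totals without mitochondrial, ribosomal protein, Rn18s and Mir6236 genes, 1.64 with the mean of UMIs per 10000 plus 1, and 3.06 thinned. In tumor_KO over tumor_WT it was -0.43, -0.37 and -0.32 with the first 3 of these, -0.36 within clusters of at least 50 cells and -0.37 within those of at least 100. In MLN it was -0.016 within clusters, against a reported 0.03 whose interval included 0. Tissue repair in tumor_KO was -0.13 with the mean of UMIs per 10000 plus 1 and -0.26 within clusters. Ribosomal proteins in tumor_KO were 0.054 with median-of-ratios, 0.11 with the other totals, 0.048 with UMIs per 10000 plus 1, 0.056 thinned and 0.011 within clusters. Il17re in tumor_WT over MLN_WT was 0.31 with UMIs per 10000 plus 1, where the added 1 outweighs low genes. The share of cells with Il17ra and a co-receptor was 0.324% in tumor_WT and 0.104% in MLN_WT thinned, and 6.66% in tumor_WT without high Scrublet scores. The squared correlation of KO with WT in the tumor was 0.978 thinned, 0.992 without the epithelial-like cluster, 0.995 with no minimum of UMIs and 0.977 without a logarithm. In MLN it was 0.988, 0.997 and 0.99 for thinning, no minimum and no logarithm.

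These results changed sign. With median-of-ratios scaling, Treg identity was 0.024 in tumor_WT over MLN_WT, and the list Treg identity, MLN_KO over MLN_WT, was at 0.00354. With totals without mitochondrial, ribosomal protein, Rn18s and Mir6236 genes, splicing factors were -0.045 and Xist with Y-linked genes -0.031 in tumor_WT over MLN_WT. With UMIs per 10000 plus 1 these were -0.0084 and -0.014, and TCR immediate early genes in MLN were 0.0057. Thinned, the latter were 0.078, and Il17rb, tumor_KO over tumor_WT, was -0.0227. Within clusters of at least 50 cells, MLN values were -0.082 for naive genes, -0.065 for ribosomal proteins, -0.28 for Ccl5 and -0.14 for Gzmb, and tumor_KO values were -0.025 for survival, 0.011 for Sv2c, 0.039 for Areg and -0.56 for Il17a. Within clusters of at least 100 cells, MLN values were 0.037 for Treg identity, -0.064 for ribosomal proteins, -0.022 for nuclear OXPHOS, -0.52 for Ccl5 and -0.41 for Gzmb, and tumor_KO values were -0.015 for gut homing, -0.011 for interferon response, 0.059 for the list epithelial cell and -0.56 for Il17a. Within a tissue no paired analysis was possible because each group holds 1 library, and a fit of genotype with tissue as a block, which leaves 1 degree of freedom, was not made. Medians of cell types other than epithelial gave no value under the alternatives, since they were reported as summed levels only.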

Other observations

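The Tregs that carried Il17re lay mainly in tumor clusters. It was detected in 39.9% of tumor cells in the T helper 17-like cluster c8 (median 10659 UMIs per cell), in 36.6% of those in the proliferating-like c4 (22651 UMIs), in 10.9% in c6 (6432) and in 4.34% in the tissue-repair-like c7 (6680). These shares depend on depth, and the level of Il17re was 54.5 CPM in c8, 27.2 in c4, 19.5 in c6 and 7.07 in c7. Among MLN cells, the few in c4 (163 cells) and c6 (145 cells) had 6.13% and 5.52%, with a level of 15.3 CPM in c6, while the T helper 17-like cluster c1 had 3.35% and the naive-like c3 0.0505%. Within tumor clusters c4, c6, c7 and c8, the glucocorticoid-responsive Fkbp5 was higher in tumor_KO, at log2 ratios of 0.55, 0.85, 0.93 and 0.97, and Bcl2 at 0.91, 0.35, 0.46 and 0.54. In MLN, the median of interferon response genes in MLN_KO over MLN_WT was above 0 in each of the 7 clusters compared, from 0.07 in c5 to 0.37 in c4. In c0 it was 0.17 (-0.02 to 0.39) with 3 of 8 genes lower, and in c5 3 of 11 genes were lower.

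The squared correlation of tumor_KO with MLN_KO across genes was 0.893, against 0.888 for tumor_WT with MLN_WT.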
